A study of Mus musculus with 6 samples.

How the data were processed

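Gene expression was measured by bulk RNA sequencing in mouse haematopoietic stem cells (HSCs), the bone marrow cells from which blood is renewed. Per the labels, the cells came from untreated C57BL/6 animals aged 8 to 16 weeks and were sorted by flow cytometry on surface markers of HSCs. The sorted cells were then divided by their surface level of CD38, an enzyme that consumes NAD. Each library was made from the pooled cells of 10 mice. RNA was isolated directly from sorted cells with a column kit for small inputs and turned into Illumina libraries, per the labels' protocols. Samples were grouped by the population stated for each: 3 CD38-positive and 3 CD38-negative libraries. The series' design text matches each CD38-positive library with a CD38-negative library, which gives 3 pairs; it does not say whether both libraries of a pair came from the same mice.

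The authors deposited one table of raw read counts per Ensembl gene for each library, with 49585 genes and no header. The values are whole numbers whose totals differ between libraries. The aligner, the counting program, the strand setting, the genome build and the annotation release are not stated in the labels or the files. Counts for overlapping or antisense genes, and for gene families with near-identical members such as the immunoglobulin genes, are therefore uncertain. Gene symbols were taken from a table that matched 49326 of the 49585 identifiers. Coordinates, biotypes, GC content and transcript length (of the longest transcript) came from GENCODE release M21, which is on GRCm38, matched by Ensembl identifier; the build behind the counts may differ.

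Analyses were run in R 4.3.3. Genes were kept with edgeR's filterByExpr on the 2 groups, which left 14785 genes. Libraries were scaled by the trimmed mean of M-values (TMM), and normalised values are CPM from edgeR's cpm function on TMM-adjusted library sizes. Differential expression was tested with edgeR 4.0.16 by the quasi-likelihood F-test (estimateDisp, glmQLFit, glmQLFTest), in a model of pair plus population over all 6 libraries. The pair was included as a replicate block because the design text states the comparison pair by pair. Log2 fold changes are CD38-positive relative to CD38-negative, and their standard errors were derived from the quasi-F statistic. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The fit without the block is given beside it.

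There were 6 gene lists, written before the data were examined: cell cycle genes, genes associated with HSC dormancy, MYC-related and biosynthesis genes, ribosomal protein genes, genes of NAD metabolism and calcium signalling, and immediate early genes. Each was tested with camera in limma 3.58.1, a competitive test of whether the list moves relative to all other genes. It was run on log2 CPM with a prior count of 2, the same block and a preset inter-gene correlation of 0.01, and adjusted over the 6 lists. The genes named by rule were Cd38, the other markers used for sorting (Kit, Ly6a, Cd48, Slamf1, Cd34 and Procr), up to 6 genes per direction with the smallest p-values among those past the threshold and changed the same way in all 3 pairs, and up to 8 genes past the threshold from the cell cycle, dormancy and NAD and calcium lists. Other genes are named as chosen after their values were seen. Shares of counts, and the mean log2 difference of the genes of a list (added after the camera results were seen), were compared by a two-sided exact permutation test that swaps the populations within pairs; with 3 pairs its smallest possible p-value is 0.25.

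The procedure was tested on simulated data drawn for the 14785 genes with their observed means and dispersions. Of 100 genes changed by 2-fold, 43 were called, and of 100 genes changed by 4-fold, 89 were called; changed genes had a mean of at least 20 counts. No called changed gene had the wrong sign, and 7 unchanged genes were called. The simulated data also held a list of 60 raised genes, and 132 of the 200 changed genes were called. In the real data 2 genes passed. The Benjamini-Hochberg cut-off depends on how many genes pass, so it was stricter in the real data. The simulated rates therefore do not give the share of real changes that was found. Of 200 random lists of unchanged simulated genes, which vary independently, camera gave 3 a p-value under 0.05.

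Total counts ranged from 16771180 to 18558610 per library, so 3 counts correspond to 0.16 to 0.18 CPM. Intervals and floors of this kind cover counting error only, since reads without molecular identifiers are not independent molecules. The alternatives tried were the model without the block, DESeq2 1.42.0, limma-voom, DESeq2 size factors, unscaled library totals, no filter beyond 1 count, a mean of at least 10 counts, other thresholds, a correction for GC content by lowess (span 0.3) fitted with the block, and leaving out each pair in turn. For gene lists they also included an estimated inter-gene correlation and the self-contained test fry. Chosen after seeing the data were edgeR's newer quasi-likelihood estimator, a granulocyte covariate, and lists without Cd38 and Fos.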

Results

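To compare the transcriptomes of HSCs with high and low surface CD38, 3 CD38-positive and 3 CD38-negative libraries were analysed, each from the HSCs of 10 mice. The series is about CD38 activity and HSC dormancy, a state of prolonged quiescence, and the question addressed here is which transcripts differ between the populations. Total gene counts were 18558610, 17197765 and 17149442 in CD38-positive replicates 1, 2 and 3. They were 17102660, 16771180 and 16993687 in the CD38-negative libraries of the same pairs. Between 19998 and 21733 genes had at least 1 count in a library, and 26504 genes were detected in at least 1 library.

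Libraries of the same population had Spearman correlations of 0.970 to 0.976 across the 14785 tested genes, and libraries of the same pair had correlations of 0.967 to 0.989. Genes are not independent replicates, so these values describe the libraries only. Libraries of a population differed by more than sampling noise (chi-square per degree of freedom from 51.4 to 116), so none was a repeat sequencing of another. Each was treated as a separate replicate because the labels give a pool of 10 mice for each. The deviations of paired libraries from their population means correlated at 0.34, 0.12 and 0.24 in pairs 1, 2 and 3, with a mean of 0.23. The first 4 principal components carried 31.5%, 25.5%, 20.7% and 14.3% of the variance, and 0 of the 5 components separated the populations.

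Transcripts of the sorted marker itself were examined first. Cd38 (ENSMUSG00000029084, GRCm38 chromosome 5, 43868553 to 43912375, plus strand, protein coding) was at 47.2 ± 10.7 CPM (SD, n = 3) in CD38-positive and 27.9 ± 6.7 CPM (SD, n = 3) in CD38-negative libraries. It had 617, 819 and 1057 reads in CD38-positive replicates 1, 2 and 3, and 406, 641 and 391 reads in their CD38-negative partners. The log2 fold change was 0.76 (SE 0.23), and Cd38 was higher in 3 of 3 pairs, by 0.61, 0.38 and 1.28 on the log2 scale. Its unadjusted p-value in the edgeR quasi-likelihood test was 0.00477, but after Benjamini-Hochberg adjustment over all genes it was 0.893. Without the replicate block the log2 fold change was 0.76 and the adjusted p-value 0.994. The annotation places the genes Gm16014 and Gm16015 over the same locus, and together they had 1 read in the 6 libraries.

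The other markers that defined the sorted cells did not differ past the threshold. Kit (chromosome 5, 75574916 to 75656722) was at 156 ± 61.9 CPM (SD, n = 3) in CD38-positive and 319 ± 205 CPM (SD, n = 3) in CD38-negative libraries, with a log2 fold change of -0.90 (edgeR unadjusted p-value 0.0253, adjusted p = 0.925). The difference came mainly from pair 2, at -2.34, while pair 3 had the opposite sign at 0.24. Ly6a (chromosome 15, 74994877 to 74998031) had a log2 fold change of -0.50 and was lower in 3 of 3 pairs (edgeR unadjusted p-value 0.0497). Slamf1 (chromosome 1, 171767127 to 171801184) had 0.45 and was higher in 3 of 3 pairs (edgeR unadjusted p-value 0.0718). Cd48 (chromosome 1, 171682009 to 171705258), Cd34 (chromosome 1, 194938819 to 194961279) and Procr (chromosome 2, 155751117 to 155755471) had log2 fold changes of 0.00, 0.04 and -0.19. Their means were 85.7, 246 and 48.5 CPM in CD38-positive and 77.5, 237 and 54.9 CPM in CD38-negative libraries. Cd48 and Cd34 were thus above Slamf1, whose means were 34.3 and 23.8 CPM. The sign for Cd48 depended on the setting, and that for Cd34 changed without pair 2. Cd48 and Cd34 also overlap other annotated genes.

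**Figure D1:**
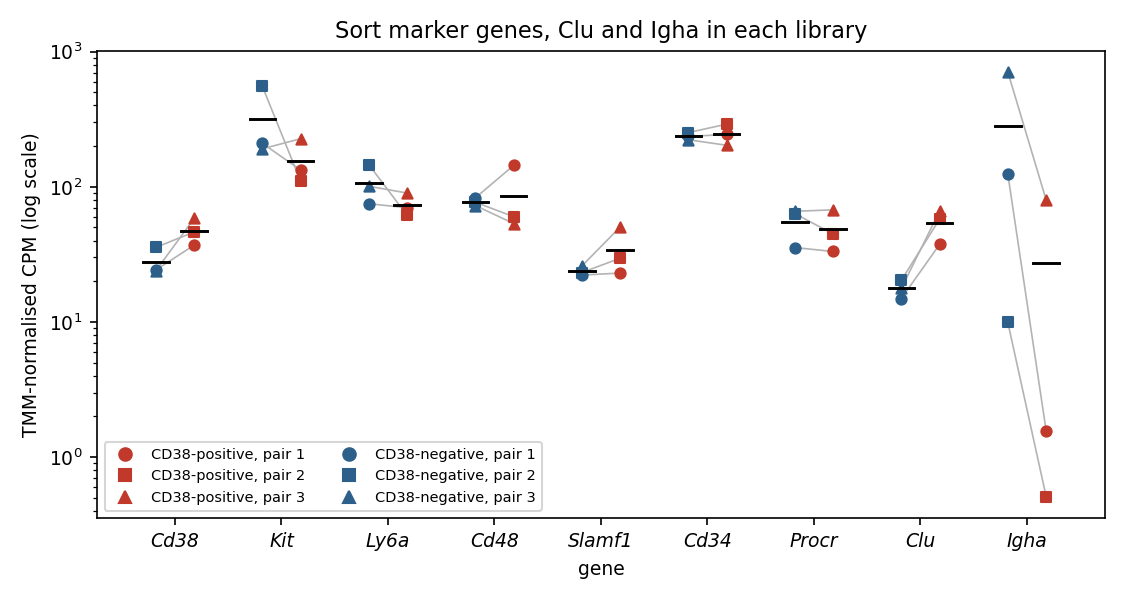
TMM-normalised CPM on a log scale (y axis) of 7 sort marker genes, Clu and Igha (x axis) in the 3 CD38-negative (blue) and 3 CD38-positive (red) libraries. Symbols give the pair, grey lines join paired libraries and black bars are group means; Cd38, Slamf1 and Clu were higher in the CD38-positive library of all 3 pairs, and Ly6a and Igha were lower in all 3.

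Across all genes, 2 of the 14785 tested passed an adjusted p-value of 0.05 in the edgeR quasi-likelihood test with the replicate block, 1 higher and 1 lower in CD38-positive cells. Without the replicate block 0 genes passed, and the smallest adjusted p-value was 0.389. At an unadjusted p-value under 0.05 there were 751 genes with the block (5.08% of those tested, 365 higher and 386 lower), where chance alone gives 739. Without the block there were 417 (2.82%). Of the tested genes, 24.5% changed in the same direction in all 3 pairs, where 25% is given by chance. The biological coefficient of variation was 23.2% with the block and 28.1% without it. The number of genes called was moved most by removing the filter on low counts, which gave 80 genes.

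The gene higher in CD38-positive cells was Clu (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547, plus strand), which encodes clusterin. It was at 53.9 ± 14.8 CPM (SD, n = 3) against 17.7 ± 2.73 CPM (SD, n = 3), a log2 fold change of 1.58 (SE 0.22, edgeR adjusted p = 0.0275). The paired differences ranged from 1.33 to 1.90. Without the replicate block its log2 fold change was 1.61, with an adjusted p-value of 0.389.

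The gene lower in CD38-positive cells was Igha (ENSMUSG00000095079, chromosome 12, 113254830 to 113260236, minus strand), the constant region of the immunoglobulin alpha heavy chain. Its log2 fold change was -4.40 (SE 0.46, edgeR adjusted p = 0.00246). Its level varied widely between libraries of a population. It had 26, 9 and 1446 reads in CD38-positive replicates 1, 2 and 3, and 2075, 178 and 11579 reads in their CD38-negative partners. The 3 paired differences were -6.21, -4.00 and -3.15, while without the replicate block the log2 fold change of -3.36 had an adjusted p-value of 0.994. Of 16 immunoglobulin genes tested, 13 had lower fitted values in CD38-positive libraries and 7 were lower in all 3 pairs. Immunoglobulin genes took 0.0592% ± 0.0409 (SD, n = 3) of counts in CD38-positive and 0.229% ± 0.108 (SD, n = 3) in CD38-negative libraries. The share was lower in 3 of 3 pairs, with a two-sided exact permutation p of 0.25, the smallest the design allows.

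**Figure D2:**
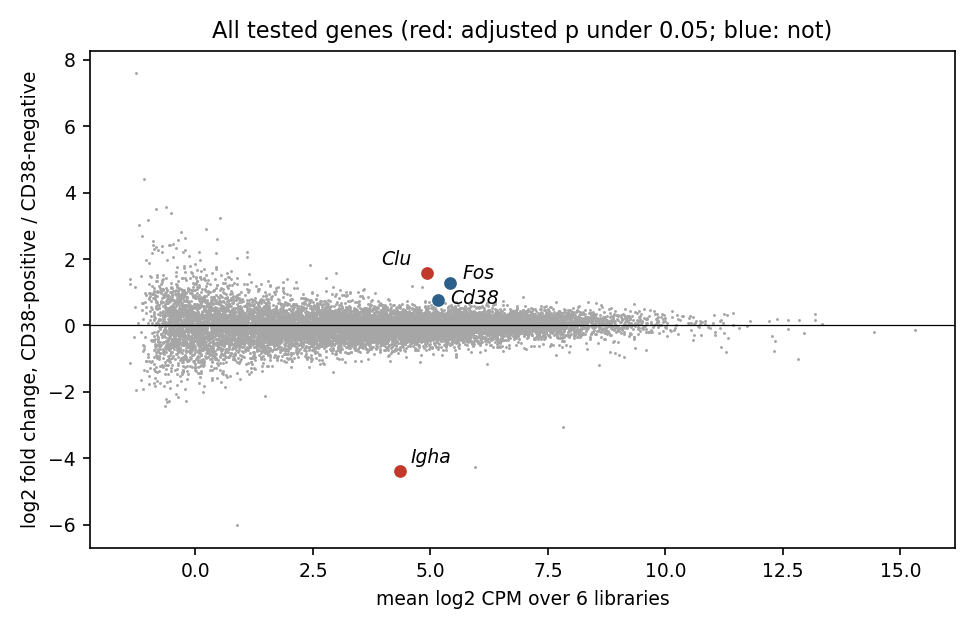
Log2 fold change between CD38-positive and CD38-negative libraries (y axis) against mean log2 CPM over the 6 libraries (x axis) for the 14785 tested genes (grey points). Clu at 1.58 and Igha at -4.40, in red, passed an adjusted p-value of 0.05, while Fos at 1.28 and Cd38 at 0.76, in blue, did not.

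Several genes were close to the threshold and are named after their values were seen. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273), an immediate early transcription factor gene, was at 67.3 ± 16.7 CPM (SD, n = 3) in CD38-positive and 27.3 ± 4.19 CPM (SD, n = 3) in CD38-negative libraries. Its log2 fold change was 1.28 (SE 0.20, edgeR adjusted p = 0.0535), with paired differences of 1.30, 1.13 and 1.41. Ccn2 (chromosome 10, 24595442 to 24598683) had 22, 19 and 33 reads in the CD38-positive libraries and 0 in each CD38-negative library. Set against a floor of 3 counts it was at least 7.66-fold higher in CD38-positive cells (edgeR adjusted p = 0.0679), and an antisense gene overlaps it. Gpm6a had a log2 fold change of 3.24 (edgeR adjusted p = 0.0701). It had 47, 52 and 132 reads in the CD38-positive and 8, 9 and 4 in the CD38-negative libraries, and 5 annotated genes overlap it. On the lower side were the immunoglobulin-related genes Ighv1-26, Jchain and Igkc, at -6.02, -4.26 and -3.07, with adjusted p-values of 0.0535, 0.0701 and 0.125 in edgeR. The fold change of Ighv1-26 came from pairs 1 and 3, since pair 2 had 4 reads against 5. DESeq2 with the same block called 11 genes, 8 higher and 3 lower. These were Clu, Fos, Gpm6a, Plk2, Sparc, Ccn2, Vwf and Ramp2 on the higher side, and Igha, Ctla2a and Bdh2 on the lower side.

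Because the series concerns dormancy, lists of genes for the cell cycle, dormancy and growth were compared between the populations. The 60 cell cycle genes had a median log2 fold change of 0.21 and were higher in CD38-positive cells in camera with the replicate block (adjusted p = 0.000522), and 49 of the 60 had a positive fold change. Without the replicate block the adjusted camera p-value was 0.00112. The direction was not shared by the pairs, whose list medians were 0.08, 0.65 and -0.17. A two-sided exact permutation test of the list's mean difference over the 3 pairs, added after the camera result was seen, gave p = 0.75. When the correlation between the genes of the list was estimated from the libraries, at 0.64, instead of preset, the adjusted p-value was 0.845. No cell cycle gene passed an adjusted p-value of 0.05, over all genes or within the list, and 3 had an unadjusted p-value under 0.05.

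The 50 dormancy genes had a median log2 fold change of 0.05 (camera adjusted p = 0.0390 with the replicate block, 0.0447 without it). Pair medians were 0.10, -0.21 and 0.51, and the adjusted p-value with an estimated correlation was 0.845. Adjusted within this list alone, 7 genes passed 0.05 in the edgeR test, against 0 when adjusted over all genes. All 7, named after their values were seen, were higher in CD38-positive cells, but the list as a whole had 27 genes higher and 23 lower. The next genes by p-value, Hlf and Meis1, were lower in all 3 pairs, with log2 fold changes of -0.79 and -0.63. The list had 14 genes with an unadjusted edgeR p-value under 0.05. Among those after Meis1, Clca3a1, Btg2, Cdkn1c and Ctnnal1 were higher in all 3 pairs, at 0.65, 0.53, 0.89 and 0.46. Ltb was lower in all 3, at -0.57. The 7 genes that passed within the list included Fos, Vwf, Gprc5c, Neo1, Selp and Cd38, with log2 fold changes of 1.28, 1.15, 2.91, 1.57, 0.99 and 0.76. Neo1 was not higher in pair 2, where the difference was -0.05.

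The 31 immediate early genes tested had a median log2 fold change of 0.15 (camera adjusted p = 0.0390 with the replicate block, 0.0366 without it). Their pair medians were -0.09, -0.07 and 0.62. Fos was the 1 gene that passed an adjusted p-value of 0.05 within the list. Fos, Btg2, Junb, Ier2, Klf4, Zfp36 and Egr1 are in both this list and the dormancy list, so the results of these lists are not independent. The 49 NAD and calcium genes had a median of 0.08 and pair medians of 0.09, 0.05 and 0.15 (camera adjusted p = 0.0757 with the block, 0.0619 without it). Their pair means were 0.10, -0.01 and 0.22 (exact permutation p = 0.5). With an estimated correlation the camera adjusted p-value was 0.845. Cd38, the gene of the sorted marker, had the smallest p-value of this list. The 50 MYC and biosynthesis genes (median 0.02, camera adjusted p = 0.898 with the block, 0.927 without it) and the 80 ribosomal protein genes (median -0.02, camera adjusted p = 0.457 with the block, 0.333 without it) did not differ.

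**Figure D3:**
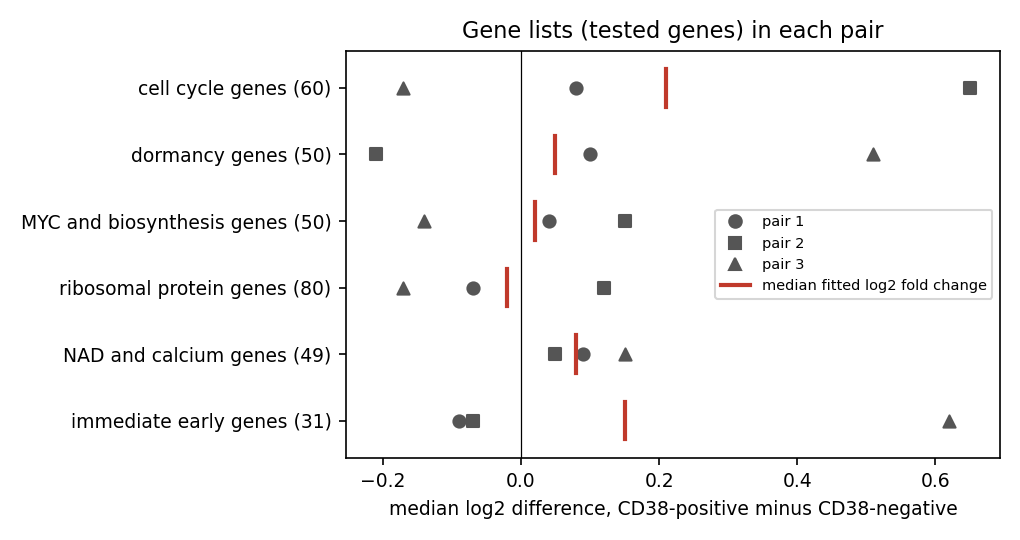
Median log2 difference between the CD38-positive and CD38-negative library of each pair (x axis; symbols are pairs 1 to 3) for 6 gene lists (y axis, with the number of genes tested), and the median fitted log2 fold change (red line). Pair medians lie on both sides of 0 for 5 of the lists, for example 0.65 in pair 2 and -0.17 in pair 3 for cell cycle genes; those of the NAD and calcium genes run from 0.05 to 0.15.

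The composition of the libraries was compared in the same way. The most abundant gene in every library was S100a8, a neutrophil gene, with 2.55% to 5.40% of all counts. A list of 14 granulocyte and monocyte genes written before the data were examined took between 8.08% and 15.6% of counts. Its mean was 11.5% ± 3.83 (SD, n = 3) in CD38-positive and 11.6% ± 2.20 (SD, n = 3) in CD38-negative libraries, with an exact permutation p of 1. Mitochondrially encoded genes took 2.80% ± 1.42 (SD, n = 3) and 3.95% ± 0.414 (SD, n = 3), with an exact permutation p of 0.5. The 10 most abundant genes together took 13.2% ± 4.38 (SD, n = 3) and 13.8% ± 2.32 (SD, n = 3). For all of these shares the 95% Wilson intervals of single libraries had half-widths of at most 0.017 percentage points, far narrower than the spread between replicates.

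**Figure D4:**
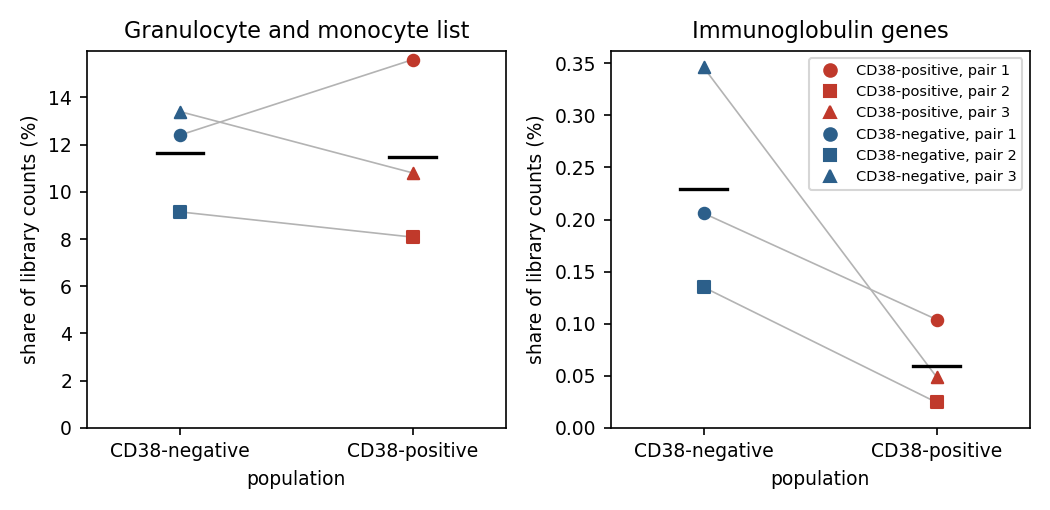
Share of library counts in percent (y axis) taken by the 14 granulocyte and monocyte genes (left) and by immunoglobulin genes (right) in CD38-negative (blue) and CD38-positive (red) libraries (x axis). Grey lines join pairs and black bars are means; the granulocyte share overlapped between populations at 11.6% and 11.5%, and the immunoglobulin share was lower in the CD38-positive library of all 3 pairs.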

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

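The alternatives were chosen before the data were examined, except for edgeR's newer quasi-likelihood estimator, the granulocyte covariate and the lists without Cd38 and Fos.

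The number of genes past the threshold, 2 with the replicate block, moved under most alternatives, and the cause was not tested unless stated. It was 0 without the replicate block (417 genes at an unadjusted p under 0.05), 0 with unscaled library totals (595 genes) and 0 with the granulocyte share as a covariate in place of the block (462 genes), with 0 higher and 0 lower in each. DESeq2 called 11 genes (8 higher, 3 lower), DESeq2 size factors in edgeR 7 (4 higher, 3 lower), and the GC content correction fitted with the block 7 (4 higher, 3 lower). A threshold of 0.1 also gave 7 (4 higher, 3 lower). A mean of at least 10 counts gave 13 (6 higher, 7 lower), edgeR's newer estimator 6 (3 higher, 3 lower), and limma-voom 3, of which 2 were higher. With no filter there were 80 (41 higher, 39 lower), 57 of them among the genes tested with the filter. Both Clu and Igha were among the genes called under each of these alternatives that called any gene; without pair 1, however, Clu was not called (adjusted p = 0.112; 7.05e-08 to 0.615 over its alternatives). Across the 3 fits that each left out one pair, the count ranged from 2 to 41 genes, with 0 to 27 higher and 2 to 14 lower. The median fold change of all genes moved by less than 0.1 on the log2 scale under each scaling.

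Cd38 was higher under all 13 of its alternatives. Its log2 fold change ranged from 0.49 to 0.94 when a pair was left out, and its adjusted p-value from 0.0463 (edgeR, without pair 2) to 0.994 over all alternatives. Cd48, at 0.00 with the block because pair differences of opposite sign cancel, changed sign to 0.15 without the block, 0.01 in limma-voom, 0.04 with the GC correction, 0.03 with the granulocyte covariate and 0.00 with no filter, and ranged from -0.40 to 0.22 when a pair was left out; Cd34 ranged from -0.06 to 0.13. For the 8 genes named by rule other than Cd38, 87 alternative values stayed on the same side of the threshold, 7 became weaker (4 for Clu, 3 for Igha), 2 stronger (both for Kit) and 8 changed sign. Igha was lower throughout, but the size of its log2 fold change varied. It ranged from -5.59 without pair 3 to -1.38 with the granulocyte covariate, where the edgeR adjusted p-value was 0.982. With unscaled library totals the adjusted p-value of Igha was 0.061.

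The gene list results rested on the preset inter-gene correlation. With it estimated, the adjusted camera p-value was 0.845 for the cell cycle, dormancy, immediate early and NAD and calcium lists alike. With fry it was 0.81 for each. With no filter it was 0.121 for the dormancy and immediate early lists, and the MYC and biosynthesis list changed direction (0.898). Without Cd38 and Fos the dormancy list had 0.119 and the immediate early list 0.101. The NAD and calcium list also holds Cd38 and was not tested without it. Leaving out a pair gave adjusted p-values from 7.44e-09 to 0.396 for cell cycle genes, which were lower without pair 2. They ran from 2.51e-05 to 0.808 for dormancy genes, which were lower without pair 3, and from 0.00276 to 0.808 for immediate early genes. The ranges were 0.194 to 0.75 for MYC and biosynthesis genes (lower without pair 1 and without pair 2), 0.00276 to 0.75 for ribosomal protein genes (lower with 0.00276 without pair 2, higher with 0.589 without pair 3), and 0.0223 to 0.589 for NAD and calcium genes, which were higher each time.

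Differences below 3 counts, at most 0.18 CPM, were not detectable at this depth.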

Other observations

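Of the tests below, that of B cell genes, the exact tests over pairs, the adjustment over 10 lists and the check of what the corrections changed were chosen only after the result was seen; the others were fixed before their own results were seen, but for patterns already noticed in the same data. In every case the patterns are hypotheses.

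Splits of the 6 libraries that part all 3 pairs were compared with the real one. There are 4, so a share under 0.05 cannot be reached. Only 1 of the 4 splits, the real one, gave as many as 2 genes past the threshold, and the same held for the 1 gene higher (1 of 4) and the 1 gene lower (1 of 4). At an unadjusted p under 0.05, however, the split with pair 1 swapped had 952 genes against 751 for the real one, and the others had 506 and 241. For gene lists, the splits with a camera p-value as small as the real one numbered 3 of 4 for cell cycle, dormancy, ribosomal protein and immediate early genes, 4 of 4 for MYC and biosynthesis genes, and 1 of 4 for NAD and calcium genes. The smallest cell cycle p-value was 1.39e-12, in the split with the populations of pair 3 swapped. The other 6 of the 10 possible splits part 1 pair and keep the other pairs whole, so they compare pairs rather than populations. In the model without the block, 1 of these gave 5 genes past the threshold and 2616 at an unadjusted p under 0.05, against 0 and 417 for the real split.

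The higher cell cycle list in CD38-positive cells runs against the direction that a dormant population would give, and several technical explanations were tested. The camera p-value, 8.71e-05 uncorrected, was 7.99e-05 after correction for GC content with the replicate block and 0.000318 after correction for transcript length. Over all genes, the widest gap between the medians of 10 bins of genes in any pair fell from 0.31 to 0.06 log2 units for GC content and from 0.46 to 0.13 for length. The list's mean difference from other genes went from 0.20 to 0.21 after the GC correction and to 0.19 after the length correction. The corrections thus narrowed the trends over all genes but left the list's difference nearly unchanged. For the 60 genes of the list, these values argue against GC content and transcript length as the source of that difference. RNA from proliferating granulocyte progenitors was tested by the correlation of the cell cycle score with the score of 5 progenitor genes over the 6 libraries. Pearson's r was 0.65 (exact permutation p = 0.153, adjusted over 2 relations 0.306) and Spearman's rho 0.77 (exact permutation p = 0.103, adjusted 0.206). The r fell short of the 0.7 set in advance and was 0.33 without the 2 libraries farthest from the median. The 2 scores differed in the same direction in 3 of 3 pairs. With the correlation between the list's genes estimated at 0.64, the camera p-value was 0.51, and the two-sided exact permutation over pairs gave p = 0.75. The pattern is therefore consistent with coordinated variation of cell cycle genes between pools, mostly in pair 2, that the preset correlation does not allow for.

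Immunoglobulin genes were lower in CD38-positive libraries, and the source of this RNA was examined. If it came from B cells, B cell genes would be lower too; camera on 9 of them gave p = 0.627 and a two-sided exact permutation over the 3 pairs p = 1. Their pair medians were 0.78, -0.40 and -0.45, lower in 2 of the pairs, so B cells are not excluded in those. If it came from antibody-secreting cells, other genes of such cells would be lower. Camera on the 15 tested of a list of 17 gave p = 0.985 and the exact permutation p = 1. The pair medians of these genes were 0.12, -0.13 and -0.22, and their pair means 0.09, 0.16 and -0.18. Pair 3 was lower on both measures, so antibody-secreting cells are not excluded there. If it came from a few antibody-secreting cells per pool, the heavy chain V gene with the most reads would change from library to library, and there were 6 different leading V genes in the 6 libraries. Not every abundant V gene was confined to 1 library, however. Ighv1-26 had 532 reads in CD38-negative replicate 1 and 1187 in CD38-negative replicate 3. In CD38-negative replicate 3, Ighv6-3 had 6071 of 7409 V gene reads (81.9%), and the highest count of that gene in another library was 7. Ighv5-6 had 84.1% of V gene reads in CD38-negative replicate 2, and Ighv7-1 had 68.4% in CD38-positive replicate 1. In CD38-negative replicate 1, Ighv11-2 had only 28.9% of 2885 reads over 52 V genes, which is not dominance by a single clone. Its 833 reads there compare with at most 1 in any other library, so a few cells are not excluded in this pool. Ighv1-74, the leading gene of CD38-positive replicate 2, had up to 47 reads in another library. The leading V gene had only 18 reads in CD38-positive replicate 2 and 62 in replicate 3, so those libraries say little. The list of 17 leaves out Jchain, a gene of antibody-secreting cells that was lower in all 3 pairs (log2 fold change -4.26), so the transcripts of such cells disagree. A few antibody-secreting cells per pool remain a candidate explanation in some libraries only. Chance capture of such cells was not separated from a difference between the populations, and reads shared between immunoglobulin genes were not tested.

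Among the genes nearest the threshold on the higher side were several also known from the cells that line vessels, such as Ramp2 and Sparc. A second list of 18 endothelial genes that had not been looked at, of which 8 were expressed enough to test, was higher in CD38-positive libraries (camera p = 0.00192; exact permutation p = 0.25, the smallest that 3 pairs allow). Its median log2 fold change was 0.68, 7 of 8 genes were higher, and the pair medians were 0.37, 0.39 and 1.24. With the inter-gene correlation estimated, p was 0.0849. It was 1 of 10 lists of cell type genes tested in this way, and its adjusted camera p over the 10, with the preset correlation, was 0.0192. The p with the estimated correlation was not adjusted over the lists. The pair means of the list were 0.44, 0.11 and 0.96. A list of 12 erythroid genes also had a p under 0.05 before adjustment (camera p = 0.0177, adjusted 0.0884; exact permutation p = 0.5), with 10 genes lower. An earlier list of 12 endothelial and stromal genes, 10 of them tested, did not pass (camera p = 0.0523, exact permutation p = 0.5), and its pair medians were 0.14, -0.47 and 0.80. RNA from endothelial cells in the CD38-positive pools may contribute, and expression of these genes by the stem cells themselves cannot be told apart from it here; Clu, Vwf and Selp were not part of the second list.

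The granulocyte list took 8.08% to 15.6% of counts in cells sorted as stem cells. If this were RNA carried over from other marrow cells, neutrophil granule genes and haemoglobin genes would rise and fall together. Their summed levels had a Pearson's r of 0.48 (exact permutation p = 0.317, adjusted 0.317) and a Spearman's rho of 0.37 (exact permutation p = 0.497, adjusted 0.497), with an r of -0.04 without the 2 libraries farthest from the median. They differed in the same direction in 3 of 3 pairs, by 0.45, -0.27 and -0.48 for granule genes and 0.32, -0.65 and -0.43 for haemoglobin genes. The r was under the 0.7 set in advance, but it was taken over the 6 libraries without regard to pairs. Common carry-over was therefore neither shown nor excluded, and the source of the granulocyte transcripts remains open. No biological explanation was tested.

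The labels do not give the sex of the mice. Genes of the Y chromosome were detected in all 6 libraries, with 616 to 1343 reads for Ddx3y, 1429 to 1827 for Eif2s3y, 94 to 233 for Kdm5d and 90 to 448 for Uty. Xist had 1, 0 and 20 reads in CD38-positive replicates 1, 2 and 3, and 15, 0 and 0 in their CD38-negative partners.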
